# The Global Transcriptional Response of Fission Yeast to Hydrogen Sulfide

**DOI:** 10.1371/journal.pone.0028275

**Published:** 2011-12-02

**Authors:** Xu Jia, Weizhi He, Alastair I. H. Murchie, Dongrong Chen

## Abstract

**Background:**

Hydrogen sulfide (H_2_S) is a newly identified member of the small family of gasotransmitters that are endogenous gaseous signaling molecules that have a fundamental role in human biology and disease. Although it is a relatively recent discovery and the mechanism of H_2_S activity is not completely understood, it is known to be involved in a number of cellular processes; H_2_S can affect ion channels, transcription factors and protein kinases in mammals.

**Methodology/Principal Findings:**

In this paper, we have used fission yeast as a model organism to study the global gene expression profile in response to H_2_S by microarray. We initially measured the genome-wide transcriptional response of fission yeast to H_2_S. Through the functional classification of genes whose expression profile changed in response to H_2_S, we found that H_2_S mainly influences genes that encode putative or known stress proteins, membrane transporters, cell cycle/meiotic proteins, transcription factors and respiration protein in the mitochondrion. Our analysis showed that there was a significant overlap between the genes affected by H_2_S and the stress response. We identified that the target genes of the MAPK pathway respond to H_2_S; we also identified that a number of transporters respond to H_2_S, these include sugar/carbohydrate transporters, ion transporters, and amino acid transporters. We found many mitochondrial genes to be down regulated upon H_2_S treatment and that H_2_S can reduce mitochondrial oxygen consumption.

**Conclusion/Significance:**

This study identifies potential molecular targets of the signaling molecule H_2_S in fission yeast and provides clues about the identity of homologues human proteins and will further the understanding of the cellular role of H_2_S in human diseases.

## Introduction

Hydrogen sulfide (H_2_S) is a gasotransmitter; a biologically active gaseous endogenous signaling molecule. The cellular effects of hydrogen sulfide have been linked to many of the body's physiological systems such as the cardiovascular system and central nervous systems. Consequently abnormal hydrogen sulfide metabolism is implicated in many diseases including hypertension, heart disease, atherosclerosis and inflammation [1], [2]. H_2_S has a number of molecular targets in cells. It is known that H_2_S interacts with the ATP-sensitive potassium (K_ATP_) channel and can relax blood vessel and smooth muscle cells through opening the K_ATP_ channel. Recent studies have shown that H_2_S can also act on other transmembrane proteins including Ca2+ channels, Cl- channels and the N-methyl-D-aspartic acid receptor [3]. H_2_S also effects the MAPK pathway through direct interactions with the cellular protein kinases P38 MAPK, ERK, Akt and P21 [2], [4]–[10]. Additionally, a number of transcription factors respond to H_2_S notably nuclear factor NF-kB, STAT3, Nrf-2 and Hif [1], [11]–[13]. In addition, H_2_S has a role in protecting gastric mucosal epithelial cells against oxidative stress [14]. Despite the wealth of accumulated data on the cellular effects of H_2_S, the molecular mechanism and cellular targets of H_2_S are far from completely understood.

Fission yeast *Schizosaccharomyces pombe* (*S. pombe*), as a model organism, has been widely used for the studies of many basic biological processes including control of the cell cycle and stress response. The availability of a well annotated whole genome sequence [15] allowed genome-wide studies of many fundamental questions by microarray. Microarray analysis of global gene expression profiles and regulatory mechanisms of environmental stress responses, cell cycle control and meiosis have been reported in fission yeast [16]–[18]. Here we have used fission yeast microarrays to identify cellular targets of H_2_S and to further understand the cellular mechanism of H_2_S action. In this paper, we report the change in the global gene expression profile response to H_2_S in *S. pombe* cells. Microarray analysis shows that there is a significant overlap between effects of H_2_S and the stress response. In response to H_2_S new down-stream genes in the MAPK pathway have been identified. We show that H_2_S causes differential expression of many transmembrane transporters and proteins involved in the cell cycle/meiosis. We have found that a significant number of mitochondrial genes are down regulated in response to H_2_S; leading to reduced mitochondrial oxygen consumption. We anticipate that this study would provide clues on molecular targets and signaling molecules of homologues human proteins.

## Materials and Methods

### Fission yeast Strains, media and techniques

The strain used in this study is wild type *S. pombe* 972*h^−^*. Media and culture condition of *S. pombe* were as described in [19]. 50 µM of NaHS (Sigma, St Louis, MO, USA) were used for treatment of wild type cells for 30 min at 30°C. The concentrations of NaHS selected in the present study did not affect the pH values of the culture medium and the sodium ion content in NaHS was negligible. The growth of the wild type *S. pombe* cells (starting from OD_600_ = 0.1, ∼2×10^6^cells/ml) was measured every two hours on the addition of 0, 100, 200, 300, 400 and 500 µM NaHS.

### RNA extraction for microarray analysis

The wild type *S. pombe* cells were grown in liquid medium to OD_600_ = 0.5 (∼1×10^7^cells/ml) and total RNA was extracted from cells using a hot phenol method as described in [20].

### RNA extraction and real-time PCR Analysis

Cells were grown in liquid medium to OD_600_ = 0.5 (∼1×10^7^cells/ml), total RNA were extracted using TRIzol Reagent (invitrogen) as manufacture required. Reverse transcription of RNA was performed (TaKaRaPrimeScipt™ 1st Strand cDNA Synthesis kit) followed by quantitative real-time PCR on iQ5 Continuous Fluorescence Detector System (Bio-Rad). The PCR reactions contained 250 nM of forward and reverse primers, 1 µl cDNA(5 ng), 10 µl 2× SYBR-green Real time PCR Master Mix (SYBR Premix Ex Taq™, TaKaRa) in a total volume of 20 µl. All results are generated from at least two independent biological repeats and for each biological experiment four technical repeats were performed.

### DNA microarray and data analysis

The GeneChip® Yeast Genome 2.0 Array from Affymetrix was used in this study. This array includes 5,021 probe sets for all 5,031 genes present in *S. pombe*. The microarray experiments including RNA purification, cDNA probe preparation, hybridization, washing, scanning, image analysis, normalization and data processing were performed by Shanghai Biochip Co., Ltd. as described in the Affymetrix GeneChip_Expression Analysis Technical Manual. Three biological repeats were performed for the microarray experiments. All experiments conformed to minimum information about a microarray (MIAME) guidelines and have been deposited in the GEO database (accession number GSE30025). Annotation of the genes represented on the microarray including “gene_ID” and “gene symbol” were obtained from NetAffxTM Analysis Center. For the identification of differentially expressed genes Significance Analysis of Microarrays (SAM) and fold change was used such that the False Discovery Rate (FDR)<0.05 and fold change>1.5 or 2. The Fisher test was used to evaluate the statistical significance (P value) of overlaps between two gene groups. Functional classification was accomplished by using DAVID [21] and cluster 3.0 [22].

### Measurement of mitochondrial oxygen consumption in *S. pombe*

Cell respiration Oxygen consumption by intact cells was measured as an indication of mitochondrial respiration activity. *S. pombe* cells were cultured at 30°C until OD_600_ = 0.5 (∼1×10^7^cells/ml) and then treated with 50 µM of NaHS for 30 min. The control sample was not treated with NaHS. Cells were harvested and 200 µl of cultures was placed in triplicate to a BD Oxygen Biosensor System plate (BD Biosciences, San Diego, CA, USA). Plates were sealed and measured on a fluorescence spectrometer (Molecular Devices, SpectraMax M5, CA, USA) at 1 min intervals for 60 min. at an excitation of 485 nm and emission of 630 nm. Oxygen consumption curves were made after the measurements and Vmax as the maximum oxygen consumption rate was calculated.

## Results and Discussion

### Determination of NaHS concentration for treatment of *S. pombe* cells

To determine the genome-wide response to hydrogen sulfide in *S. pombe* cells by microarray, we treated wild-type 972*h^−^* cells with the H_2_S precursor sodium hydrogen sulfide (NaHS). NaHS has been widely used as a donor of H_2_S to treat mammalian cells for investigation of the cellular effects of H_2_S. The concentration of NaHS used in some of these studies has ranged from 10–2000 µM [14], [23]–[25]. However, the effects of NaHS on S. pombe cells were not known. We therefore treated wild type *S. pombe* cells with 0, 50, 100, 200, 300, 400 and 500 µM NaHS and measured growth curves under this range of NaHS conditions. Figure 1 shows that NaHS inhibits *S. pombe* cells growth in a concentration dependant manner and that cells treated with different doses of NaHS all reach their maximum cell density after 24 h. We note that 50 µM NaHS causes only a slight reduction in growth of *S. pombe* cells. We also observed that high concentrations of NaHS (greater than 250 µM) change the pH of YE medium (data not shown). We therefore chose to treat *S. pombe* cells with 50 µM NaHS for 30 min. because these conditions do not cause death of *S. pombe* cells. This concentration of H_2_S does not change the pH of the media. The physiological concentration of H_2_S in various human tissues has been reported in this range, for example, in brain tissue H_2_S is estimated at 50–160 µM [26]–[28]. However, the true concentration of H_2_S in fission yeast cells under our experimental conditions remains unknown as techniques for the accurate measurement of intracellular H_2_S have not been developed.

**Figure 1:**
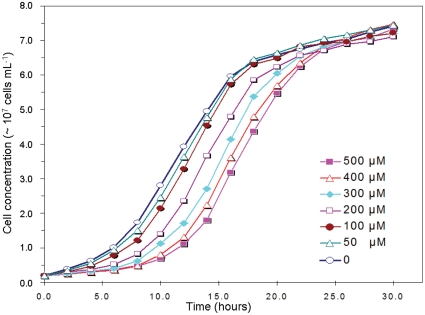
The growth curve of fission yeast cells on addition of NaHS. The wild type cells was grown in the presence of 0, 50 µM, 100 µM, 200 µM, 300 µM, 400 µM and 500 uM NaHS. Cell density was measured every 2 hours. The growth curve shows that addition of NaHS inhibits the growth of the wild type cells.

### Overview of the microarray analysis

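Gene expression was measured in 3 cultures of wild-type fission yeast treated with 50 µM NaHS, a salt that releases hydrogen sulfide in water, for 30 min at 30°C and in 3 untreated cultures grown to an OD_600_ of 0.5. Each culture was hybridised to 1 Affymetrix Yeast Genome 2.0 array, which carries 10928 probe sets for fission yeast and budding yeast together. Since only RNA of *S. pombe* was hybridised, the 2601 probe sets that the array's annotation pairs with *S. cerevisiae* genes show the background, and their median log2 signal per array lay between 0.01 and 0.40. The tests covered 4966 probe sets. Of these, 2937 are paired with *S. pombe* genes in the annotation used here, 2917 of them with 1 gene and 20 with several genes, and 2029 are unnamed in it but had a mean log2 signal above 3.67, the 99th percentile of the *S. cerevisiae* probe sets. Genes whose probe set is unnamed were counted in the totals and are not described by name. The array service made the values with the MAS5 algorithm, which scales the signal of each array, and they were deposited as log2 signals, so that a difference of 1 is a 2-fold change. The target of that scaling is not given in the sources used here. The medians of the deposited values were between 7.65 and 8.19 over all probe sets of an array, and the medians of the tested probe sets between 9.49 and 9.58. Blank values, 23.59% of all and found in 8 of the tested probe sets, were set to 0. NaHS-treated and untreated arrays were compared with limma, with the Benjamini-Hochberg adjustment over the tested probe sets, and genes were called changed at an adjusted p below 0.05. The precision is limited by the number of arrays, 3 in each group. Standard errors and p-values are those of limma, and n is 3 arrays per group unless another n is given.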

We performed genome-wide expression analyses upon treatment of the wild-type 972*h^−^* cells with NaHS. The wild-type 972*h^−^* cells were treated with 50 µM NaHS for 30 min. Total RNA was extracted from untreated wild-type cells and from cells that had been treated with NaHS for DNA microarray hybridization. Each biological experiment was repeated three times. We combined the statistical analysis method (SAM) and relative fold changes to identify differentially expressed genes. SAM analysis showed that there were 720 genes with FDR<0.05. 

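Of the 4966 probe sets, 379 changed after NaHS treatment, 197 being higher and 182 lower. Gene lists drawn up from gene functions, before the deposited values were examined, were tested with camera, which compares a list with all other genes. It called 14 of the 26 lists. Some list members are also in the paper's tables from these arrays, so the lists are not fully independent of them. Divisions of the arrays into 3 and 3 other than the real one called 2 to 12 lists. The 3 of these that part all replicate pairs gave 0 changed probe sets and called 10, 12 and 11. Each of these divisions mixes untreated and NaHS arrays unequally, so part of a real NaHS difference stays between its sides. Their counts are therefore no rate of false calls, and the count of 14 cannot be judged by them. It is not taken by itself as evidence of a response to NaHS. Lists called higher were heat shock proteins, hexose transporters, enzymes for sugars, iron uptake, amino acid permeases, arginine and nitrogen metabolism and the proteasome. Lists called lower were ribosome biogenesis, the respiratory complexes III, IV and V, the mitochondrial dehydrogenases, the mitochondrial ribosome and sulfur assimilation. The gene hmt2, for the mitochondrial sulfide:quinone oxidoreductase, was the only called member of the sulfur list, whose median log2 fold change was -0.11. It is also 1 of the 3 called members of the dehydrogenase list, whose median was -0.10. With a correlation between genes estimated from these arrays, the call was kept for ribosome biogenesis (adjusted p = 0.0101) and lost for the other 13 lists, and in the fit with the replicate block it was lost for ribosome biogenesis too (adjusted p = 0.278). That setting also tests with the few residual degrees of freedom of the arrays, so a lost call does not show that the genes vary together. The estimated correlation was -0.076 for hexose transporters and -0.089 for the dehydrogenases. Both lie below the preset 0.01, and both calls were lost. With the preset correlation, the block ended the call of arginine and nitrogen metabolism (camera adjusted p = 0.107). That call was also lost without untreated replicate 2, untreated replicate 3, NaHS replicate 1 or NaHS replicate 3. The call of the mitochondrial ribosome was lost without untreated replicate 2, untreated replicate 3 or NaHS replicate 1 and with quantile normalization, and that of sulfur assimilation without untreated replicate 1 or NaHS replicate 2. In 727 probe sets all 3 NaHS arrays were above all 3 untreated arrays and in 681 all 3 were below, 28.4% of the tested probe sets in total, where chance gives 10%. All 379 changed probe sets were among them. A fit with the replicate number as a block called 1622 probe sets, which included all 379. SAM, in an unpaired version programmed for this work, called 149, 118 higher and 31 lower. It adds a constant to the standard error, here 0.426, which lowers the statistic of small but steady changes. A low count by SAM for such genes is therefore not evidence that they did not change. The fits that leave out 1 array have no block, so they also shift the weight of each replicate between the groups. With 1 array left out, the count was 95 without untreated replicate 3 (67 higher and 28 lower), 101 without untreated replicate 2 (77 and 24), 143 without NaHS replicate 2 (85 and 58), 162 without NaHS replicate 3 (102 and 60), 213 without NaHS replicate 1 (116 and 97) and 224 without untreated replicate 1 (134 and 90).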

Table 1 is a list of genes whose expression level reached FDR<0.05 in SAM analysis and also was changed by 2 fold or greater in response to NaHS treatment. Table 1 shows genes with FDR<0.05, 63 genes induced more than 2 fold and 17 genes repressed more than 2 fold. 

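The gene gal10, which encodes an epimerase of galactose metabolism, rose with a log2 fold change of 2.69 (standard error 0.13, adjusted p = 0.000517). The uracil-regulated genes urg1 and urg2 rose by 2.34 (adjusted p = 0.000813) and 1.79 (adjusted p = 0.000972) on the log2 scale. The arginase gene car1 rose by 1.22 (adjusted p = 0.000704), and the meiotically induced gene mug2 had a log2 fold change of -1.03 (adjusted p = 0.0446). In all, 57 probe sets were higher and 13 lower by more than 2-fold. Of the 63 induced genes of Table 1, 30 are paired by name with a probe set here, and 27 of them rose (29 when adjusted over the list alone). Of the 17 repressed genes, 5 are paired and 3 fell (5 when adjusted over the list alone and 5 in the fit with the replicate block). The study chose this list on these arrays, so its counts are not independent evidence of direction. The number lower by over 2-fold was 7 without untreated replicate 3 or without NaHS replicate 3, and 8 without untreated replicate 2, and the repressed genes of Table 1 that fell were 1 without untreated replicate 2, untreated replicate 3, NaHS replicate 2 or NaHS replicate 3. Of these genes mug2 passed the test in 1 of the 6 fits that leave out 1 array (highest adjusted p = 0.169), and the other genes named above passed in all 6.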

We also identified genes whose expression level in SAM analysis FDR<0.05 and changed by 1.5 fold (Table S1). 

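Among genes with smaller changes, gal1, which encodes galactokinase, rose with a log2 fold change of 0.70 (standard error 0.07, adjusted p = 0.0041), and the acetyltransferase gene aca1 rose by 0.96 (adjusted p = 0.0125). The kinase gene oca2 had a log2 fold change of -0.78 (adjusted p = 0.00508) and thi9, which encodes a thiamine transporter, of -0.74 (adjusted p = 0.032). By more than 1.5-fold, 120 probe sets were higher after NaHS and 79 were lower. Of the 268 genes in Table S1, 119 are paired with a probe set here, by name or, for old names, by the description that Table S1 gives, and for all 119 the fold change was within 0.005 of the value in the table. Of the 74 induced genes among them 57 rose (71 when adjusted over the list alone), and of the 45 repressed genes 27 fell (40 when adjusted over the list alone). This list was made from the same arrays and gives no independent evidence of direction. In the fit with the replicate block 120 probe sets were lower by over 1.5-fold, and all 45 repressed genes of Table S1 that are paired fell, while SAM called 31 and 9. The 79 lower probe sets became 24 without untreated replicate 2, 28 without untreated replicate 3, 42 without NaHS replicate 3 and 52 without NaHS replicate 2, and the 120 higher ones became 77 and 67 without untreated replicates 2 and 3. Of the induced genes of Table S1, 36 and 30 rose without untreated replicates 2 and 3, and the repressed ones that fell were 7 without untreated replicate 2 or untreated replicate 3, 11 without NaHS replicate 3 and 14 without NaHS replicate 2. The gene thi9 passed in 1 of the 6 fits that leave out 1 array (highest adjusted p = 0.13).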

Table S1 shows genes with FDR<0.05, 153 genes were induced greater than 1.5 fold and 115 genes were repressed greater than 1.5 fold. Only those genes whose expression changes with an FDR<0.05 are discussed below. 

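The largest rise that passed the test was that of isp5, which encodes an amino acid permease and was 10.2-fold higher after NaHS treatment, a log2 fold change of 3.35 (standard error 0.12, adjusted p = 0.000181). The hexose transporter gene ght5 was 8.64-fold higher (adjusted p = 8.29e-05). The invertase gene inv1, whose product splits sucrose outside the cell, was 7.94-fold higher, a log2 fold change of 2.99 (standard error 0.18, adjusted p = 0.000908). After ght5 and inv1, the next 2 rises that passed the test were those of probe sets that the annotation used here does not name, which were 6.80-fold and 6.52-fold higher (adjusted p = 0.000637 and 0.000181). The decreases that passed were smaller, and the largest were those of 2 other unnamed probe sets, which were 2.96-fold and 2.65-fold lower (adjusted p = 0.0189 and 0.00056). The largest decrease of a named gene that passed was that of hmt2, called cad1 in the paper, which encodes the mitochondrial sulfide:quinone oxidoreductase and was 2.53-fold lower, with a log2 fold change of -1.34 (standard error 0.12, adjusted p = 0.00357). In the 6 fits that leave out 1 array, the probe set with the largest of these decreases passed the test in 2 (highest adjusted p = 0.0744) and the others in all 6.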

The magnitude of the gene expression response to NaHS treatment varied for induced or repressed genes: whereas the highest expression level for induced genes is 10 fold, the lowest expression level for repressed genes is 3 fold. We used cluster 3.0 [22] to cluster the differentially expressed genes that were induced or repressed by 1.5 fold (Figure 2). 

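The response of single genes can be followed in each replicate: the log2 fold change of ght5, a hexose transporter gene, was 3.13, 3.02 and 3.18 in replicates 1, 2 and 3, that of ssa1, which encodes a chaperone of the Hsp70 family, 1.61, 1.64 and 1.47, and that of cox13, which encodes a subunit of cytochrome c oxidase, -0.85, -0.78 and -0.92. Over the 4966 probe sets, the correlation of log2 signals was 0.996 between untreated replicates 2 and 3 and 0.994 between NaHS replicates 2 and 3. Replicate 1 stood apart in both groups. Untreated replicate 1 had a correlation of 0.970 with untreated replicate 2 and of 0.981 with NaHS replicate 1. The mean correlation was 0.978 within groups and 0.970 between groups. The difference of 0.00791 was the largest of the 10 ways to divide the 6 arrays into 3 and 3, the next being 0.00756, and with 10 divisions an exact test cannot give a p below 0.1. In a principal component analysis, the first component, with 54% of the variance, separated the replicate 1 arrays from the others, and the second, with 33.3%, separated NaHS-treated from untreated arrays.

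**Figure D1:**
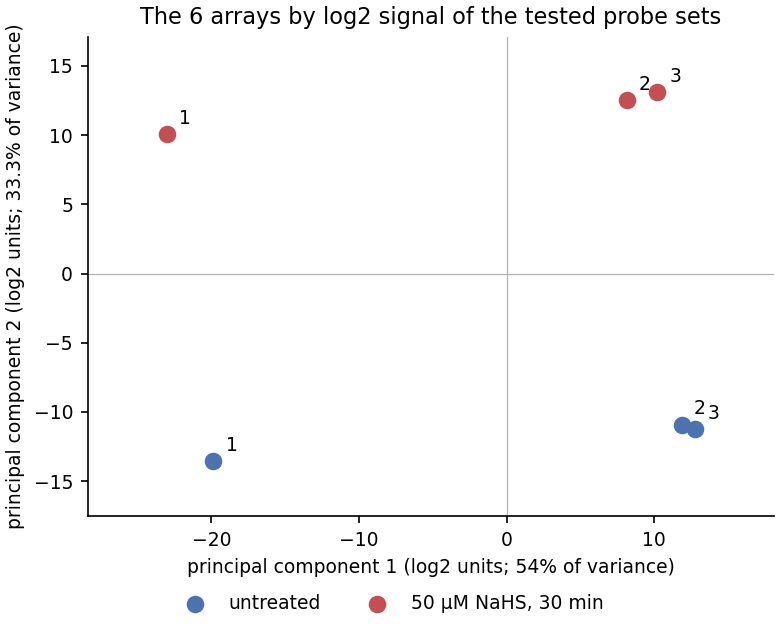
The 6 arrays placed by the first and second principal components of the log2 signal of the 4966 tested probe sets, in log2 units; each point is 1 array and its number is the replicate. The NaHS arrays lie at or above 10.06 on the second component and the untreated arrays at or below -10.91, and both replicate 1 arrays lie to the left on the first component.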

The cluster in Figure 2 shows the differentially expressed genes in the three biological replicates, revealing that the biological replicates were indeed similar and assembled into the closet branches of the cluster. This confirms the reproducibility of the biological replicates. To further confirm the microarray data, we randomly picked 8 genes from the genes whose expression level induced (4 genes) or repressed (4 genes) and performed real-time PCR and compared them to the microarray data. Table 2 shows that the 4 genes that are induced or repressed in the microarray are also induced or repressed in the real-time PCR experiment.

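Of the genes in Table 2, the invertase gene inv1 had a log2 signal of 5.29 ± 0.19 (SD, n = 3 arrays) in untreated cells and 8.28 ± 0.31 (SD, n = 3) after NaHS. The gene mug146, which is induced in meiosis, went from 5.04 ± 0.12 to 6.56 ± 0.29 (SD) and psi1, which encodes a chaperone of the DnaJ family, from 10.80 ± 0.04 to 11.88 ± 0.07 (SD). The sulfide:quinone oxidoreductase gene hmt2 (cad1) went from 12.27 ± 0.16 to 10.93 ± 0.16 (SD), pyp1, whose product is a phosphatase of the kinase Sty1, from 10.65 ± 0.09 to 9.80 ± 0.13 (SD), and rrp8, which encodes an rRNA methyltransferase, from 9.89 ± 0.08 to 9.21 ± 0.09 (SD). The first 3 rose (adjusted p = 0.000908 for inv1, 0.00556 for mug146 and 0.00113 for psi1) and the other 3 fell (adjusted p = 0.00357 for hmt2, 0.00747 for pyp1 and 0.0085 for rrp8). All 6 also passed when adjusted over the list alone, and since the study chose them for their changes on these arrays they are not independent evidence of direction. The name caf1 stands for 2 genes in the reference used here, SPCC18.06c (caf1), with a log2 fold change of 0.10 (adjusted p = 0.768), and SPBC365.13c (hba1), with a log2 fold change of -0.48 (adjusted p = 0.0383). The fold that Table 2 gives for caf1 is within 0.005 of that of hba1, which was 1.40-fold lower, and not of that of SPCC18.06c, so that hba1 was read as the gene of the table from this value alone and left out of the counts. SPCC550.07 is not paired with a probe set here, and the RT-PCR values were not analysed. inv1, mug146, psi1 and hmt2 passed in all 6 fits that leave out 1 array, and pyp1 and rrp8 in 5 each and hba1 in 0 (highest adjusted p = 0.0504, 0.0591 and 0.145, in this order).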

**Figure 2:**
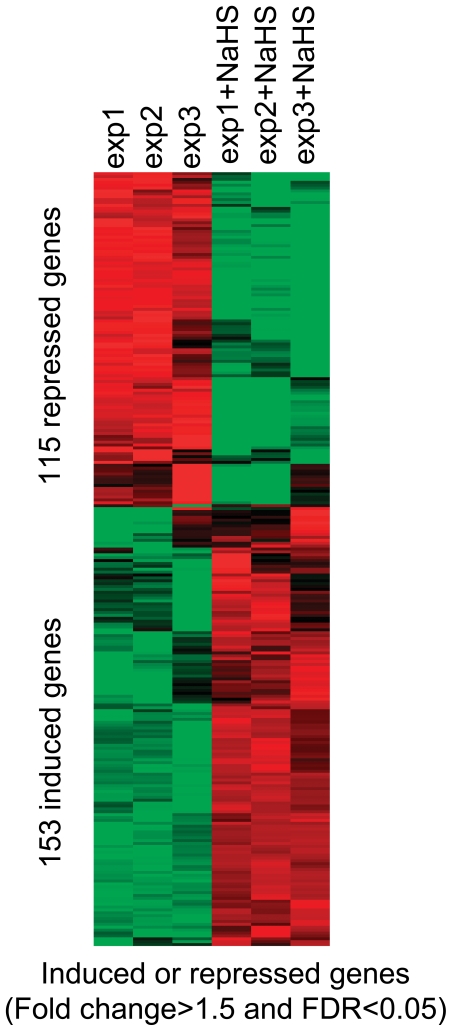
Hierarchical cluster of genes whose expression changed by more than 1.5 fold (FDR<0.05) in response to H_2_S with three biological repeats. The samples that are not treated with NaHS are labeled as exp1, exp2 and exp3 and samples that are treated with NaHS labeled as exp1+ NaHS, exp2+ NaHS and exp3+ NaHS. Note that in response to NaHS, 153 genes are induced and 115 genes are repressed.

**Table 1:** Genes induced or repressed greater than 2 fold in response to H_2_S.

Gene symbol	Fold change	Regulation	Gene annotation
**Cellular response to stress**			
SPAC17G6.13	2.52	up	sequence orphan
SPCC338.18	4.49	up	sequence orphan
SPAC22H12.01c	2.55	up	sequence orphan
SPAC186.03///SPBPB21E7.09	2.33	up	L-asparaginase///L-asparaginase (predicted)
hri1	2.99	up	eIF2 alpha kinase Hri1
SPBP4H10.10	2.53	up	rhomboid family protease
SPAC11D3.17	2.44	up	zinc finger protein
ght3	4.49	up	hexose transporter Ght3 (PMID 10735857)
psi	2.12	up	DNAJ domain protein Psi1
SPAC27D7.09c	2.38	up	S. pombe specific But2 family protein
SPBC16D10.08c	2.16	up	heat shock protein Hsp104 (predicted)
SPBC1271.08c	6.80	up	sequence orphan
SPAC11D3.09	2.28	up	agmatinase (predicted)
SPAPJ691.02	2.02	up	yippee-like protein
SPCC191.01	2.16	up	sequence orphan
SPCC70.08c	2.67	up	methyltransferase (predicted)
ssa1	2.98	up	heat shock protein Ssa1
SPBPB2B2.12c	6.46	up	UDP-glucose 4-epimerase
ght4	5.46	up	hexose transporter Ght4 (PMID 10735857)
SPCC1739.08c	6.91	up	short chain dehydrogenase
SPAC1F8.04c	2.27	up	hydrolase (predicted)
isp7	2.07	up	2-OG-Fe(II) oxygenase superfamily protein
SPBC4F6.17c	2.51	up	mitochondrial matrix chaperone Hsp78 (predicted)
SPBC1271.07c	6.52	up	N-acetyltransferase (predicted)
SPBC1683.06c	5.45	up	uridine ribohydrolase (predicted)
SPBP26C9.01c	2.52	up	hydroxyacid dehydrogenase (predicted)
SPACUNK4.17	0.46	down	NAD binding dehydrogenase family protein
gut2	0.42	down	glycerol-3-phosphate dehydrogenase Gut2
SPBC3H7.02	0.41	down	sulfate transporter (predicted)
SPCC576.17c	0.44	down	membrane transporter
SPAC22F8.05	0.48	down	alpha,alpha-trehalose-phosphate synthase (predicted)
**Transport**			
**monosaccharide/carbohydrate/transmembrane/iron ion/iron ion transmembrane transport**			
ght1	2.02	up	hexose transporter Ght1 (PMID 10735857)
ght3	2.24	up	hexose transporter Ght3 (PMID 10735857)
ght4	2.25	up	hexose transporter Ght4 (PMID 10735857)
ght5	5.46	up	hexose transporter Ght5 (PMID 10735857)
ght6	8.64	up	hexose transporter Ght6 (PMID 10735857)
fip1	2.53	up	iron permease Fip1
fio1	2.17	up	iron transport multicopper oxidase Fio1
str3	4.49	up	siderophore-iron transporter Str3 (PMID 12888492)
SPCC285.05	2.51	up	purine nucleoside transporter (predicted)
SPBC4F6.17c	5.43	up	mitochondrial matrix chaperone Hsp78 (predicted)
SPBC3H7.02	0.44	down	sulfate transporter (predicted)
SPCC576.17c	0.38	down	membrane transporter
SPCC794.04c	0.41	down	membrane transporter
**amino acid transport**			
isp5	3.15	up	amino acid permease Isp5
SPBPB2B2.01	2.52	up	amino acid permease, unknown 12
SPAP7G5.06	10.19	up	amino acid permease, unknown 4
**Oxidation/reduction**			
SPCC1739.08c	6.91	up	short chain dehydrogenase
SPCC1223.09	2.75	up	uricase (predicted)
isp7	2.07	up	2-OG-Fe(II) oxygenase superfamily protein
SPCC794.01c	3.13	up	glucose-6-phosphate 1-dehydrogenase (predicted)
fio1	2.25	up	iron transport multicopper oxidase Fio1
SPAC1039.06	2.14	up	alanine racemase (predicted)
SPBP26C9.01c	2.52	up	hydroxyacid dehydrogenase (predicted)
gut2	0.42	down	glycerol-3-phosphate dehydrogenase Gut2
SPAC3A11.07	0.48	down	NADH dehydrogenase
cad1	0.39	down	sulfide-quinone oxidoreductase
**Meiosis/M phase of meiotic cell cycle/meiotic cell cycle**			
SPAC17G6.13	2.52	up	sequence orphan
SPAC11D3.03c	4.91	up	meiotic chromosome segregation protein
ght6	2.02	up	hexose transporter Ght6 (PMID 10735857)
ste7	2.57	up	meiotic suppressor protein Ste7
SPAC22H12.01c	2.55	up	sequence orphan
SPBC359.06	5.86	up	adducin
rem1	2.14	up	meiosis-specific cyclin Rem1
meu10	2.76	up	conserved fungal family
nep2	3.68	up	nedd8 protease Nep2
SPBC106.08c	0.49	down	DUF1773 family protein 1
SPACUNK4.19	0.43	down	sequence orphan
**Cellular amide metabolic process**			
car1	2.34	up	arginase Car1 (PMID 7985419)
SPCC794.01c	3.13	up	glucose-6-phosphate 1-dehydrogenase (predicted)
SPBC8E4.03	2.23	up	agmatinase 2 (predicted)
SPAC3A11.07	0.48	down	NADH dehydrogenase
**Cellular inorganic cation homeostasis/iron ion homeostasis/iron assimilation by reduction and inorganic cation and transition metal ion transport**			
fip1	2.24	up	iron permease Fip1
str3	2.17	up	siderophore-iron transporter Str3 (PMID 12888492)
fio1	2.25	up	iron transport multicopper oxidase Fio1
cad1	0.39	down	sulfide-quinone oxidoreductase
**Others**			
aes1	3.40	up	enhancer of RNA-mediated gene silencing (PMID 12034844)
ipk1	2.49	up	inositol 1,3,4,5,6-pentakisphosphate (IP5) kinase (PMID 10960485)
inv1	7.94	up	beta-fructofuranosidase
mug146	2.86	up	meiotically upregulated gene Mug46
hpm1	4.25	up	homologous Pmf1p factor 1
SPCC550.07	3.72	up	acetamidase (predicted)
SPAC869.01	2.29	up	amidase (predicted)
SPBPB2B2.05	2.92	up	GMP synthase [glutamine-hydrolyzing] (predicted)
SPAC1039.08	2.25	up	serine acetyltransferase (predicted)
SPAC1002.17c	3.46	up	uracil phosphoribosyltransferase (predicted)
SPAC4F10.17	2.08	up	conserved fungal protein
SPCC584.16c	3.23	up	sequence orphan
SPAC6C3.03c	2.58	up	sequence orphan
SPBPB7E8.02	2.64	up	conserved protein (fungal bacterial protazoan)
urg1	5.06	up	GTP cyclohydrolase (predicted)
tlh2	0.42	down	RecQ type DNA helicase Tlh1
SPAC1786.02	0.49	down	phospholipase (predicted)
SPBPB2B2.08	0.46	down	conserved fungal protein
SPAC750.03c///SPAC977.03	0.48	down	methyltransferase///methyltransferase (predicted)
///SPBC1348.04			///methyltransferase (predicted)
SPAC26F1.11	0.37	down	sequence orphan
SPAPB1A10.14	0.41	down	F-box protein, unnamed
SPAC2H10.01	0.34	down	transcription factor
SPBPB21E7.08	2.56	up	unknown

**Table 2:** Confirmation of microarray data by real-time PCR.

Gene symbol	Microarray		Real-time PCR	
	Fold change	Regulation	Fold change	Regulation
inv1	7.94	up	2.31	up
mug146	2.86	up	2.70	up
psi	2.12	up	3.46	up
SPCC550.07	3.72	up	9.01	up
caf1	1.40	down	1.68	down
cad1	2.53	down	7.63	down
pyp1	1.80	down	1.55	down
rrp8	1.60	down	1.67	down

### Functional classification of differentially expressed genes in response to H_2_S

We analyzed the functional classification of differentially expressed genes that changed by greater than 1.5 or 2 fold by DAVID [21]. The analysis of genes whose expression level changed greater than 1.5 fold are shown in Table S1. Table 1 shows the 80 differentially expressed genes (greater than 2 fold) classified into known or predicted functional groups. These genes encode proteins that are involved in the following cellular functions. (1) Thirty one genes are known or predicted to function in stress responses. 

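Chaperone genes were among those that rose. The log2 fold change was 1.58 (standard error 0.11, adjusted p = 0.00119) for ssa1, which encodes an Hsp70 chaperone. It was 0.89 (standard error 0.10, adjusted p = 0.00612) for the small heat shock protein gene hsp16. The co-chaperone gene sti1 rose by 0.72 (adjusted p = 0.00747) and the Hsp90 co-chaperone gene cdc37 by 0.71 (adjusted p = 0.00982). Table S1 lists sti1 and cdc37 under other genes and not under stress. hri1, which encodes a kinase of the translation factor eIF2α, rose by 1.58 on the log2 scale (adjusted p = 0.00119). In the list of 19 heat shock protein and chaperone genes, 5 rose and none fell (6 rose when adjusted over the list alone, 8 in the fit with the replicate block). Another 6 names of this list had no probe set paired by name and were not counted, among them hsp104 and hsp78, which Table 1 gives as induced. The median log2 fold change of the list was 0.17, and most of its members did not pass the test, among them hsp90 (log2 fold change 0.07, adjusted p = 0.735). The list was higher than other genes (camera adjusted p = 2.04e-05; adjusted p = 0.267 with an estimated correlation). Of the 31 stress genes of Table 1, 10 are paired by name with a probe set here, of which 8 rose and 1 fell (9 and 1 when adjusted over the list alone); the study chose this list on these arrays, so it is not independent evidence. The gene that fell was gut2, which encodes the mitochondrial glycerol-3-phosphate dehydrogenase, and it passed in 2 of the 6 fits that leave out 1 array. With 1 array left out, ssa1, hsp16 and hri1 passed in all 6 fits, and sti1 and cdc37 in 4 each (highest adjusted p = 0.0529 and 0.064, in this order). The number of list members that rose was lowest, at 3, without untreated replicate 2 or 3.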

The details of comparison of H_2_S response to stress response are described in the next section. (2) Sixteen genes encode putative or known membrane transporters including carbohydrate/monosaccharide transporters (ght1, ght3, ght4, ght5 and ght6), ion transporters involved in iron assimilation/homeostasis (fip1, str3 and fio1) and 3 amino acid transporters (SPBPB2B2.01, SPAP7G5.06 and isp5). Most of these are membrane transporters. 

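Of the 8 measured hexose transporter genes, 5 rose and 2 fell (also 5 and 2 when adjusted over the list alone, 5 and 0 by SAM). The log2 fold change was 3.11 (standard error 0.08, adjusted p = 8.29e-05) for ght5, 2.45 (standard error 0.11, adjusted p = 0.000355) for ght4, 2.44 (standard error 0.16, adjusted p = 0.00118) for ght1, 2.17 (standard error 0.08, adjusted p = 0.000181) for ght3 and 1.01 (standard error 0.13, adjusted p = 0.00946) for ght6. The other members were lower or did not pass: ght2 fell with a log2 fold change of -0.81 (adjusted p = 0.0265) and ght8 of -0.35 (adjusted p = 0.042), while that of ght7 was -0.82 (adjusted p = 0.596). Of 11 genes of iron uptake, 5 rose, and 0 fell (5 and 1 when adjusted over the list alone, 6 and 1 in the fit with the replicate block). They included the iron permease and ferroxidase genes fip1 (log2 fold change 1.17, standard error 0.13, adjusted p = 0.0068) and fio1 (log2 fold change 1.17, standard error 0.11, adjusted p = 0.00363), which act together, the siderophore transporter gene str3 (log2 fold change 1.12, standard error 0.21, adjusted p = 0.0317) and the ferric reductase gene frp1 (log2 fold change 0.78, adjusted p = 0.00747). Of 8 amino acid permease and oligopeptide transporter genes, 5 rose and 0 fell (6 rose when adjusted over the list alone, and 6 rose and 1 fell with the block and 3 rose by SAM), among them isp5, per1, called SPAP7G5.06 in the paper (log2 fold change 1.33, standard error 0.07, adjusted p = 0.000637), the proline permease gene put4 (log2 fold change 0.95, adjusted p = 0.0336) and the oligopeptide transporter gene isp4 (log2 fold change 0.60, adjusted p = 0.0346). All 3 lists were higher than other genes by camera, with adjusted p = 0.000597 for the hexose transporters (adjusted p = 0.117 with an estimated correlation), 0.00242 for iron uptake (adjusted p = 0.343 with an estimated correlation) and 2.44e-05 for the permeases (adjusted p = 0.237 with an estimated correlation). All 8 genes that Table 1 lists for transport of sugars and iron and that are paired here rose, as did both paired amino acid transporters, also when adjusted over the list alone; the study chose those genes on these arrays, and SPBPB2B2.01 is not paired with a probe set here. With 1 array left out, the genes named above passed in all 6 fits except ght6, in 3 (highest adjusted p = 0.0602), frp1, in 5 (0.0504), str3, put4 and isp4, each in 1 (0.119, 0.142 and 0.146), ght2, in 1 (0.102), and ght8 and ght7, each in 0 (0.183 and 0.997). The iron uptake genes that rose were 2 without untreated replicate 3 and 3 without untreated replicate 2, NaHS replicate 1, NaHS replicate 2 or NaHS replicate 3, and the permease genes 2 without untreated replicate 2, untreated replicate 3, NaHS replicate 1, NaHS replicate 2 or NaHS replicate 3. No hexose transporter gene fell in any fit that leaves out 1 array except that without NaHS replicate 1, where 1 fell.

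**Figure D2:**
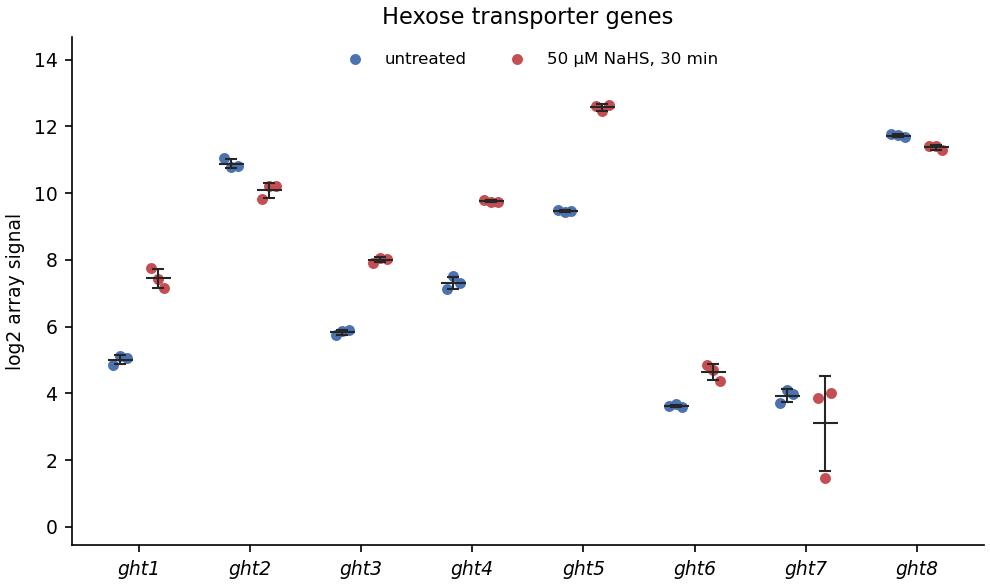
Log2 array signal of the 8 hexose transporter genes in untreated cells and after 50 µM NaHS for 30 min. Each point is 1 array (n = 3 per group), and the bars give the mean and SD; ght1, ght3, ght4, ght5 and ght6 are higher after NaHS, and ght2 and ght8 lower.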

H_2_S is known to effect ATP-sensitive potassium (K_ATP_) channels and other transmembrane ion transport proteins [29]. The transporters identified here are regulated by H_2_S on a transcriptional level. The mechanism and cellular function of these transporters in response to H_2_S will require further investigation. 

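Of 32 genes of mating and meiosis, 4 rose and 2 fell (also 4 and 2 when adjusted over the list alone, 6 and 4 in the fit with the replicate block, 3 and 0 by SAM). ste7, a gene of conjugation and meiosis, rose with a log2 fold change of 1.36 (standard error 0.16, adjusted p = 0.00749), the gene mam1 for the mating factor transporter of 0.75 (adjusted p = 0.0132) and mei2, whose product starts meiosis, of 0.61 (adjusted p = 0.0085). The telomere bouquet gene bqt1 fell with a log2 fold change of -0.60 (adjusted p = 0.028). Of 109 genes named meu or mug because they are upregulated in meiosis, 6 rose and 5 fell (9 and 5 when adjusted over the list alone, 17 and 15 with the block, 6 and 1 by SAM), with mug14 at 2.55 (standard error 0.18, adjusted p = 0.00119), mug35 at 1.35 (adjusted p = 0.00747) and meu10 at 1.46 (adjusted p = 0.0463). Neither list passed the test against other genes (camera adjusted p = 0.909 and 0.83), and for mating and meiosis the median log2 fold change was -0.03 and the mean 0.07, the direction of the test being that of the mean. Of 20 cyclin and cell cycle genes, 1 rose, the cyclin gene pas1 at 0.89 (adjusted p = 0.00946), and none fell (2 rose when adjusted over the list alone and 2 with the block; camera adjusted p = 0.304, and 0.0226 without NaHS replicate 3). Of the 11 genes of Table 1 under meiosis, which the study chose on these arrays, 10 are paired here, 6 rose and 1 fell (7 and 2 when adjusted over the list alone, 7 and 2 with the block); the 1 that fell was mug2, which passed in 1 of the 6 fits that leave out 1 array. ste7, mug14 and mug35 passed in all 6 fits that leave out 1 array, and mam1 and pas1 in 4 each, mei2 in 5, bqt1 in 1 and meu10 in 0 (highest adjusted p = 0.0737, 0.0619, 0.0622, 0.128 and 0.152, in this order). The genes of mating and meiosis that rose were 1 without untreated replicate 3 and 2 without NaHS replicate 2, and those that fell 0 without untreated replicate 2, untreated replicate 3, NaHS replicate 1 or NaHS replicate 2 and 1 without untreated replicate 1 or NaHS replicate 3. The meu or mug genes that fell were 0 without untreated replicate 2 or untreated replicate 3, 1 without NaHS replicate 3 and 2 without untreated replicate 1, NaHS replicate 1 or NaHS replicate 2.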

(3) Eleven genes encode proteins that are involved in cell cycle/meiosis in agreement with the observation that H_2_S can act on cell cycle related genes and apoptosis [29]. (4) Ten genes encode oxidoreductases. 

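Of the oxidoreductase genes in Table 1, 4 are paired by name with a probe set here. fio1, the oxidase of iron uptake, rose, and gut2 and hmt2 (cad1), which pass electrons from glycerol-3-phosphate and from sulfide to ubiquinone in the mitochondrion, fell. The log2 fold change of gut2 was -1.25 (standard error 0.23, adjusted p = 0.0288), and the log2 signal of gut2 was 9.32 ± 0.28 (SD, n = 3) in untreated cells and 8.07 ± 0.37 (SD, n = 3) after NaHS. isp7, an oxygenase gene, had a log2 fold change of 1.05 (adjusted p = 0.0951), and its adjusted p was 0.00188 in the fit with the replicate block, where 2 of the 4 rose, as also by SAM (2). When adjusted over the list alone, 2 were higher and 2 lower, and since the study chose the list on these arrays this is not independent evidence. gut2 passed the test in 2 of the 6 fits that leave out 1 array, with a highest adjusted p of 0.12.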

Interestingly, of the 2 fold down (FDR<0.05) regulated genes all 3 (gut2, cad1 and SPAC3A11.07) and 6 out of 7 of the 1.5 fold down (FDR<0.05) regulated genes (ade9, gut2, cad1, qcr7, rip1 and SPAC3A11.07) are located in the mitochondrion (Table S1). 

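Of the 7 repressed oxidoreductase genes of Table S1, 5 are paired with a probe set here, and hmt2 (cad1), gut2 and rip1, the Rieske iron-sulfur subunit of complex III, fell (5 genes when adjusted over the list alone, although the study chose the list on these arrays). ade9, which encodes a mitochondrial enzyme of folate metabolism, had a log2 fold change of -0.67 (standard error 0.16, adjusted p = 0.0707), and qcr7, another subunit gene of complex III, of -0.59 (standard error 0.15, adjusted p = 0.0688). In the fit with the replicate block the adjusted p was 0.00337 for ade9 and 0.00685 for qcr7, so that all 5 fell there. SPAC3A11.07 is not paired with a probe set here. The number of these genes that fell was 2 without untreated replicate 2, untreated replicate 3, NaHS replicate 2 or NaHS replicate 3.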

The effects of H_2_S on the transcription of mitochondrial genes and mitochondrial function are presented in the relevant section below.

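Of 37 genes of ribosome biogenesis, 15 fell after NaHS and none rose (26 fell when adjusted over the list alone and 1 by SAM), and their median log2 fold change was -0.43. Another 66 names drawn up for this list had no probe set paired by name and were not counted. dbp2, for an RNA helicase, fell with a log2 fold change of -0.98 (standard error 0.07, adjusted p = 0.00171), another helicase gene, dbp3, of -0.72 (standard error 0.12, adjusted p = 0.0225), prh1 of -0.63 (adjusted p = 0.0141) and sda1, which acts in the export of the large subunit, of -0.60 (adjusted p = 0.0396). The list was lower than other genes (camera adjusted p = 1.66e-19; adjusted p = 0.0101 with an estimated correlation), and in the fit with the replicate block 33 of its members fell, with an adjusted p of 0.278 when the correlation was estimated there. Of 119 genes for the proteins of the cytoplasmic ribosome itself none passed the test from limma (0 higher and 2 lower at an unadjusted p below 0.05, 0 by SAM, 0 higher and 3 lower with the block, and 0 when adjusted over the list alone). The list did not pass the test against other genes (camera adjusted p = 0.44), its median of 0.0025 differed in sign from its mean of -0.01 and from the test, and without NaHS replicate 3 it was lower, with a median of -0.08 and an adjusted p of 1.59e-08. Of 12 translation factor genes none passed (0 at an unadjusted p below 0.05, 0 by SAM, 1 lower with the block and 0 when adjusted over the list alone; camera adjusted p = 0.304, and 0.0226 without NaHS replicate 3). Of the ribosome biogenesis genes of Table S1, 7 are paired here and 6 fell (7 when adjusted over the list alone and 1 by SAM; 1 without untreated replicate 3, 2 without untreated replicate 2 or NaHS replicate 2 and 3 without NaHS replicate 3), which is not independent evidence since the study chose them on these arrays. The 15 genes of the first list became 5 without untreated replicate 1, 2 without untreated replicate 2, 1 without untreated replicate 3, 9 without NaHS replicate 1, 2 without NaHS replicate 2 and 3 without NaHS replicate 3, where dbp2 passed in all 6 fits, dbp3 and prh1 in 2 and sda1 in 1 (highest adjusted p = 0.0954, 0.0813 and 0.165).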

Of the genes that exhibit FDR<0.05 and 1.5 fold changes, we found that in response to H_2_S, 19 genes involved in ribosomal biogenesis were all down regulated. The repression of the cellular protein synthesis machinery is consistent with the observation that cell growth is inhibited in wild-type cells treated with NaHS, and may also be a part of the cellular stress response.

### Comparison of H_2_S response with stress response

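Among the stress genes with a change of over 1.5-fold, ubx3, whose product binds the segregase Cdc48, rose with a log2 fold change of 0.93 (standard error 0.08, adjusted p = 0.0029), and rhp16, which acts in DNA repair, of 0.60 (standard error 0.09, adjusted p = 0.0177). Of the 63 induced stress genes of Table S1, 28 are paired by name with a probe set here and 24 rose (28 when adjusted over the list alone). Of the 17 repressed stress genes, 4 are paired and 2 fell (also 2 when adjusted over the list alone, 4 in the fit with the replicate block). The study chose both lists on these arrays. In a list of 19 genes of thioredoxin, glutathione and peroxide defence, which was fixed beforehand, 1 rose and none fell (1 rose when adjusted over the list alone, and 3 rose and 1 fell with the block and 0 rose by SAM). The gene that rose was pap1, which encodes a transcription factor of the oxidative stress response (log2 fold change 0.44, standard error 0.06, adjusted p = 0.0141), and the catalase gene ctt1 had a log2 fold change of -0.55 (adjusted p = 0.131) and an adjusted p of 0.0337 with the block. The list did not pass the test against other genes (camera adjusted p = 0.211, and 0.0447 without NaHS replicate 1). With 1 array left out, ubx3 passed in all 6 fits, and rhp16 in 2 and pap1 in 3 (highest adjusted p = 0.0974 and 0.0897, in this order). The induced stress genes that rose were 12 without untreated replicate 3 and 14 without untreated replicate 2, and the repressed ones that fell 1 without untreated replicate 2, untreated replicate 3, NaHS replicate 2 or NaHS replicate 3.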

From our functional classification analysis of differentially expressed genes that respond to NaHS treatment, 31 of 80 genes whose expression changed more than 2 fold (FDR<0.05) are also stress response genes, indicating a close relationship between the stress response and the cellular response to H_2_S. We next examine in detail the stress response and H_2_S response in fission yeast. The global gene expression response of fission yeast to 5 different environmental stresses (hydrogen peroxide, cadmium, heat, sorbitol and MMS) has been characterized by microarray [18]. The core environmental stress response (CESR) genes were defined as genes whose expression changes most in response to the stresses. H_2_S may also be regarded as a form of cellular stress. To investigate similarities between the H_2_S response and the stress response, we compared genes whose expression changed 1.5 fold (FDR<0.05) in response to H_2_S with the CESR genes and genes whose expression changed 2 fold in response to the 5 different environmental stresses. The numbers of overlapping genes between these groups are shown in the Venn diagram (Figure 3) and overlapping groups listed (Table S2). We used the Fisher test to evaluate the statistical significance of overlap between the two groups of genes. There is considerable overlap between genes induced by H_2_S and CESR genes (P value<0.01) or genes that are induced in hydrogen peroxide (P value<0.01), cadmium (P value<0.01), heat shock (P value<0.01), sorbitol (P value<0.05) and MMS (P value<0.01). However, there are differences in the overlap between genes repressed by H_2_S and CESR genes that are repressed by hydrogen peroxide, cadmium, heat shock, sorbitol and MMS; characterized by P values<0.05 except for MMS (with a P value of 0.51). This indicates that the overlap between the H_2_S repressed genes and MMS repressed genes is not statistically significant. This analysis shows that 46% of H_2_S induced genes were also induced by hydrogen peroxide, 44% by cadmium and 50% by heat but only 12% and 25% of H_2_S induced genes were induced by sorbitol and MMS respectively. It has been suggested that H_2_S protects cells from oxidative stress in general [30]. 

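Genes induced by NaHS and listed under all 5 stresses and the CESR included hsp16, the trehalose-phosphate synthase gene tps1, mug35 and etr1, which encodes a mitochondrial enoyl reductase. Of the 58 genes shared with the CESR, 22 are paired by name with a probe set here and 19 of them rose (22 when adjusted over the list alone). For hydrogen peroxide 20 of 25 paired genes rose (24 when adjusted over the list alone), for heat 28 of 31 (30 over the list alone) and for cadmium 25 of 31 (30 over the list alone). For sorbitol 7 of 7 rose (7 over the list alone and 4 by SAM) and for MMS 11 of 12 (12 over the list alone). The genes that did not pass had positive log2 fold changes, among them gal7 of galactose metabolism (log2 fold change 0.69, adjusted p = 0.0517), ero11, which forms disulfide bonds in the endoplasmic reticulum (log2 fold change 0.89, adjusted p = 0.061), and the glutathione S-transferase gene gst2 (log2 fold change 0.70, adjusted p = 0.108), and these 3 passed in the fit with the replicate block (adjusted p = 0.00465, 0.00129 and 0.0367). The overlaps were drawn from the study's calls on these arrays, so they are not independent evidence of direction, and the full stress lists needed for a test of overlap were not used here. The CESR genes that rose were 9 without untreated replicate 3 and 11 without untreated replicate 2, those of hydrogen peroxide 7 without untreated replicate 3, 10 without untreated replicate 2, 12 without NaHS replicate 2 and 13 without NaHS replicate 3, and those of heat 15 without untreated replicate 3 and 17 without untreated replicate 2. The number was 14 without untreated replicate 3 and 16 without untreated replicate 2 for cadmium, 3 without untreated replicate 3 and 4 without untreated replicate 2, NaHS replicate 2 or NaHS replicate 3 for sorbitol and 5 without untreated replicate 3 for MMS.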

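Of the repressed genes shared with the stresses, dbp2, sda1, prh1 and rrp8, which act in ribosome biogenesis, fell here and are listed under the CESR, hydrogen peroxide, heat and cadmium. skb15, for a protein of large ribosomal subunit assembly, fell with a log2 fold change of -0.63 (standard error 0.08, adjusted p = 0.0115), and ctu2, which acts in the modification of transfer RNA, of -0.65 (standard error 0.12, adjusted p = 0.0303); both are listed under cadmium. Of the paired genes shared with the CESR 5 of 10 fell (9 when adjusted over the list alone), with hydrogen peroxide 5 of 8 (8 over the list alone), with heat 5 of 7 (7 over the list alone) and with cadmium 8 of 12 (11 over the list alone). In the fit with the replicate block all 10, 8, 7 and 12 fell, and by SAM 1 fell in each of the 4. The RNA-binding protein gene rnc1 (log2 fold change -0.88, adjusted p = 0.277) did not pass without the block (adjusted p = 0.00147 with it). No repressed gene listed under sorbitol or MMS is paired with a probe set here, and the study chose these lists on the same arrays, so they are not independent evidence. Without untreated replicate 3 the number that fell was 1 for each of the 4, without untreated replicate 2 or NaHS replicate 2 it was 2 for each, and without NaHS replicate 3 it was 3, 2, 2 and 3. The gene skb15 passed in 3 and ctu2 in 1 of the 6 fits that leave out 1 array (highest adjusted p = 0.0734 and 0.137).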

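The invertase gene inv1 and the DNAJ chaperone gene psi1 are examples of genes that rose after NaHS and that Table S2 lists for heat, while urg1 and urg2 are listed for cadmium and car1 for hydrogen peroxide. Of the 57 genes of Table S1 that are paired by name and rose here by over 1.5-fold, 35.1% are listed as induced by hydrogen peroxide (20 genes), 43.9% by cadmium (25) and 49.1% by heat (28). For sorbitol the share was 12.3% (7 genes) and for MMS 19.3% (11 genes). These shares cover only genes whose probe set has a name here, and a difference between stresses was not tested.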

Our data showed that 46% of H_2_S induced genes were induced by hydrogen peroxide and would explain why H_2_S protects cells from oxidative stress. In fission yeast, Sty1 is a key protein kinase in the MAPK pathway in stress response. The MAPK protein kinase cascade in fission yeast is homologous to that in other model organisms and humans. The Sty1 down-stream target genes were identified by genome-wide analysis in response to stress using a Sty1 deletion strain in fission yeast [18]. 

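etr1, which encodes a mitochondrial enoyl reductase, rose after NaHS with a log2 fold change of 0.76 (standard error 0.09, adjusted p = 0.00747), bxi1, whose product is a BAX inhibitor family protein and which the paper calls SPCC576.04, of 0.66 (standard error 0.14, adjusted p = 0.0404), and the vacuolar protease gene isp6 of 0.59 (standard error 0.09, adjusted p = 0.0185). ish1, for a protein of the nuclear envelope, had a log2 fold change of 0.55 (standard error 0.24, adjusted p = 0.267), and its adjusted p was 0.00523 in the fit with the replicate block. These are the 4 of the 12 genes of Table 3 that are paired by name with a probe set here, and 3 of them rose (also 3 when adjusted over the list alone, 1 by SAM); the study chose them on these arrays, so they are not independent evidence. In a list of 22 genes of the Sty1-Atf1 pathway and its classic targets, 4 rose and 1 fell (5 and 1 when adjusted over the list alone, 7 and 5 with the block, 1 and 1 by SAM). Besides isp6, those that rose were tps1 (log2 fold change 0.61, adjusted p = 0.0414), the pyridoxal reductase gene plr1 (log2 fold change 0.60, adjusted p = 0.00892) and the calmodulin-dependent kinase gene cmk1 (log2 fold change 0.53, adjusted p = 0.0382), and the gene that fell was pyp1 (log2 fold change -0.84, standard error 0.10, adjusted p = 0.00747), for a phosphatase that inactivates Sty1. The kinase's transcription factor gene atf1 had a log2 fold change of -0.45 (adjusted p = 0.178) and an adjusted p of 0.00576 in the block fit. The list as a whole did not pass the test against other genes (camera adjusted p = 0.875), the direction of the test being up while the median log2 fold change was -0.07 and the mean -0.02. Of the 6 fits that leave out 1 array, the test was passed by etr1 and pyp1 in 5 each, plr1 in 4, isp6 in 2 and cmk1, bxi1 and tps1 in 1 each (highest adjusted p = 0.0525, 0.0504, 0.0644, 0.0941, 0.162, 0.14 and 0.167, in this order). The genes of Table 3 that rose were 0 without untreated replicate 3 and 1 without untreated replicate 2, NaHS replicate 2 or NaHS replicate 3, and those of the pathway list 0 without untreated replicate 2 or untreated replicate 3, 1 without NaHS replicate 2 or NaHS replicate 3 and 2 without NaHS replicate 1.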

The components of the MAPK pathway ERK and p38 have been reported to respond to H_2_S exposure [29] and in corroboration of this; we note that a number of H_2_S induced genes are targets of the MAPK pathway (Table 3). The molecular mechanism for the effects of H_2_S on the MAPK pathway is not known. The target genes of the MAPK pathway identified here in response to H_2_S may provide useful clues.

**Figure 3:**
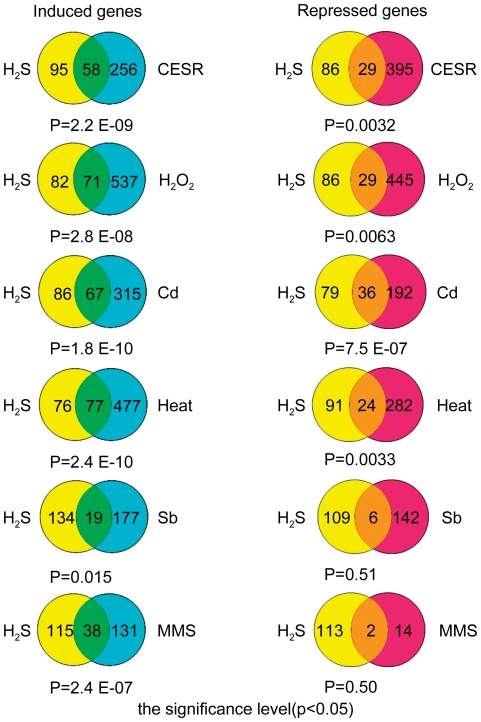
Comparison between the H_2_S response and the environmental stress response. The comparison between the genes induced or repressed more than 1.5 fold (FDR<0.05) in response to H_2_S and CESR genes are illustrated in Venn diagrams. The genes whose expression induced or repressed more than 1.5 fold in response to H_2_S and genes whose expression changed more than 2 fold in respond to H_2_O_2_, cadmium, heat, sorbitol and MMS stresses are presented in Venn diagrams. The numbers of the overlapping genes are illustrated in Venn diagrams and the gene list is available in the Table S2. Fisher test is used to evaluate the statistical significance of overlaps between two gene groups and p value is placed for each Venn diagram. For the overlaps to be statistical significant, the p value should be <0.05.

**Table 3:** Sty1 stress response genes showing a greater than 1.5-fold induction in response to H2S.

Gene symbol	Fold change	Gene annotation
SPBP4H10.10	2.53	rhomboid family protease
SPAC27D7.09c	2.38	S. pombe specific But2 family protein
SPCC191.01	2.16	sequence orphan
SPAC4H3.03c	1.90	glucan 1,4-alpha-glucosidase (predicted)
SPAC27D7.09c///SPAC27D7.10c	1.83	S. pombe specific But2 family protein///S. pombe specific But2 family protein
SPAC2E1P3.01	1.73	zinc binding dehydrogenase
etr1	1.70	enoyl-[acyl-carrier protein] reductase
SPAC977.13c	1.61	unknown
SPCC576.04	1.58	bax inhibitor-like protein
isp6	1.50	vacuolar serine protease Isp6
SPAC57A7.05	1.48	conserved protein (fungal and plant)
ish1	1.46	LEA domain protein

In budding yeast a correlation has been noted between the environmental stress response genes and genes whose expression also correlates to growth rate [31]–[33], suggesting that for such genes the observed response to stress is secondary to a specific effect of the imposed stress on growth rate as has been observed recently in the Atf1/Pcr1 transcriptional response to oxidative stress in fission yeast [34]. Some transcription factors have been shown to be involved in the effect of H_2_S on cells [1]. We have identified 7 putative transcription factors (SPCC320.03, mts2, SPCC1223.13, scr1, SPAC2H10.01, SPBC530.11c and SPCC1393.08) that are differentially expressed (Table S1) in response to H_2_S in this study. 

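scr1, which encodes a zinc finger repressor of glucose-repressed genes, rose after NaHS with a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.00669). Its log2 signal was 9.27 ± 0.04 (SD, n = 3) in untreated cells and 9.85 ± 0.04 (SD, n = 3) after NaHS. cbf12, a transcription factor gene of the CSL family that the paper calls SPCC1223.13, had a log2 fold change of 0.88 (standard error 0.37, adjusted p = 0.236), and pcr1, which the paper calls mts2 and whose product pairs with Atf1, of -0.67 (standard error 0.38, adjusted p = 0.385). In the fit with the replicate block the adjusted p was 0.00291 for cbf12 and 0.0103 for pcr1. SPCC320.03, SPAC2H10.01, SPBC530.11c and SPCC1393.08 are not paired with a probe set here. scr1 passed in 4 of the 6 fits that leave out 1 array, with a highest adjusted p of 0.0535.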

Although analogous growth rate data are not available for fission yeast, the similarities in the stress response between the two yeasts has been documented [18]. We therefore compared the differentially expressed genes that display a significant overlap between effects of H_2_S and the stress response with their orthologues that have a correlation between growth rate and the ESR in budding yeast [33]. Interestingly, of the 58 CESR genes that were induced by H_2_S, 10 (corresponding to P value of <0.05) had been identified as having both growth rate and stress dependence in budding yeast (Table S2) suggesting that for this subset of genes the H_2_S/stress response that we observe may be due to a secondary stress effect on cell growth. In contrast, only one of the 29 CESR genes (corresponding to P value of 1) that were repressed by H_2_S was growth rate and stress dependent in budding yeast (Table S2).

### Effect of H_2_S on the transcription of mitochondrial genes and mitochondrial function

A genome-wide protein localization study using GFP fusion proteins has experimentally localized all of the proteins in fission yeast [35]. Based on this genome-wide protein localization data, we identified the sites of protein localization of the genes that display a greater than 1.5 fold change in transcription level in response to H_2_S. This analysis shows the repressed genes to be enriched for proteins that were experimentally localized to the mitochondrion (Table S1). In the genome-wide protein localization study, 9.7% of genes were found to be localized in the mitochondrion (480 genes out of 4954 genes) [35]. Of the genes that were repressed upon NaHS treatment by greater than 1.5 fold, 20% were found to localize to the mitochondrion (23 of 115 genes). This enrichment is significant and suggests that upon H_2_S treatment expression of many mitochondrial genes is reduced and this may have an impact on mitochondrial function. 

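Genes for mitochondrial proteins that fell included atp7, for a subunit of the ATP synthase (log2 fold change -0.83, standard error 0.12, adjusted p = 0.0133), kgd2, for a subunit of 2-oxoglutarate dehydrogenase (log2 fold change -0.63, standard error 0.07, adjusted p = 0.00669), and atp25, for a protein needed to assemble the ATP synthase (log2 fold change -0.63, standard error 0.08, adjusted p = 0.00945). Table S1 marks 18 repressed genes as mitochondrial, where the text of the paper counts 23, and 11 of them are paired by name with a probe set here and 7 fell by over 1.5-fold (10 when adjusted over the list alone, 11 in the fit with the replicate block). mug153, which is also marked, had a log2 fold change of -1.22 (adjusted p = 0.0836) and an adjusted p of 0.00571 with the block. Of the induced genes marked as mitochondrial, 1 is paired, the enoyl reductase gene etr1, and it rose. The study chose these lists on the same arrays, so the counts are not independent evidence, and the localization of all proteins was not used here, so that no test of enrichment was made. The 7 genes became 3 without untreated replicate 2 and 4 without untreated replicate 3, and atp7 passed in 3, kgd2 in 5 and atp25 in 4 of the 6 fits that leave out 1 array (highest adjusted p = 0.0752, 0.0508 and 0.0641).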

The 23 genes encode mitochondrial proteins that are part of the respiration machinery including Gut2 (glycerol-3-phosphate dehydrogenase), SPAC3A11.07 (NADH dehydrogenase), rip1 (ubiquinol-cytochrome-c reductase complex subunit 5), cox13 (cytochrome c oxidase subunit VIA). 

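rip1, which encodes the Rieske iron-sulfur protein of complex III, fell with a log2 fold change of -0.91 (standard error 0.09, adjusted p = 0.00466), and cox13, for a subunit of cytochrome c oxidase, of -0.85 (standard error 0.09, adjusted p = 0.00572). The array's own control probe sets for rip1, which lie at the 5' end, the middle and the 3' end of the transcript, had log2 fold changes of -1.01, -1.04 and -0.999. Of 7 genes for mitochondrial dehydrogenases that feed electrons to ubiquinone, 3 fell and none rose (also 3 when adjusted over the list alone), namely gut2, the sulfide:quinone oxidoreductase gene hmt2 and ura3, for dihydroorotate dehydrogenase (log2 fold change -0.50, adjusted p = 0.0258). Another 5 names of this list, as ndi1 and nde1, had no probe set paired by name and were not counted. The median log2 fold change of this list was -0.10, and it was lower than other genes (camera adjusted p = 0.00186; adjusted p = 0.117 with an estimated correlation). SPAC3A11.07 was not analysed. rip1 and cox13 passed in all 6 fits that leave out 1 array and ura3 in 1 (highest adjusted p = 0.117), and the dehydrogenase genes that fell were 1 without untreated replicate 2, untreated replicate 3, NaHS replicate 2 or NaHS replicate 3.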

We also note that certain mitochondrial genes are an essential component for cellular survival upon extrinsic oxidative stress [36], and speculate that the changes in gene expression of the mitochondrial proteins in response to H_2_S that we observe may affect mitochondrial respiratory function. To investigate this we used a fluorescence based assay to investigate the changes in the mitochondrial oxygen consumption in response to NaHS treatment. Cells treated with or without NaHS were placed in a 96-well Oxygen Biosensor plate. The bottom of the plate is embedded with an oxygen-sensitive dye. Oxygen in the media quenches the ability of the dye to fluoresce. When cells grow in the well, the concentration of oxygen is reduced to allow the dye to fluoresce. The amount of fluorescence measured correlates directly to the rate of oxygen consumption. The fluorescence signal in each well was recorded over time with a fluorescence microplate spectrophotometer. Figure 4A is an oxygen consumption curve of *S. pombe* cells with or without treatment of NaHS. Data in Figure 4 shows that mitochondrial oxygen consumption was significantly reduced in cells treated with NaHS. This result is consistent with our observation that the transcription of many of the mitochondrial genes that are involved in mitochondrial respiration was reduced when cells are treated with NaHS. 

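Of 15 genes for the ATP synthase, which makes ATP from the proton gradient of the respiratory chain, 4 fell and 1 rose (7 and 1 when adjusted over the list alone, 9 and 1 in the fit with the replicate block, 1 and 0 by SAM). The subunit genes atp4 (log2 fold change -0.55, standard error 0.07, adjusted p = 0.0109), atp5 (log2 fold change -0.37, adjusted p = 0.0305), atp3 (log2 fold change -0.29, adjusted p = 0.0485) and atp7 fell, and atp11, for an assembly factor, rose (log2 fold change 0.44, adjusted p = 0.028). The list was lower than other genes, with a median log2 fold change of -0.22 (camera adjusted p = 3.6e-05; adjusted p = 0.117 with an estimated correlation). Genes of the tricarboxylic acid cycle went both ways: of 11, 1 rose, the isocitrate dehydrogenase gene idh1 (log2 fold change 0.32, adjusted p = 0.0396), and 1 fell, kgd2 (1 and 1 when adjusted over the list alone, 3 and 2 with the block, 0 and 0 by SAM; camera adjusted p = 0.83). Of 39 mitochondrial ribosomal protein genes, 1 fell, mrpl8 (log2 fold change -0.61, adjusted p = 0.0305), and none rose (0 fell when adjusted over the list alone, 0 by SAM, 10 with the block and 1 rose), with a median of -0.08 (camera adjusted p = 0.036; adjusted p = 0.822 with an estimated correlation). That call of the mitochondrial ribosome was lost without untreated replicate 2, untreated replicate 3 or NaHS replicate 1 (adjusted p = 0.106, 0.346 and 0.566) and with quantile normalization (0.0632). Of the 6 fits that leave out 1 array, the test was passed by kgd2 in 5, atp4 in 3, atp5, atp3 and idh1 in 0 each and atp11 and mrpl8 in 1 each (highest adjusted p = 0.0508, 0.0728, 0.153, 0.212, 0.187, 0.138 and 0.139, in this order). The genes of the ATP synthase that fell were 0 without untreated replicate 2 or untreated replicate 3, 1 without NaHS replicate 2 or NaHS replicate 3 and 2 without untreated replicate 1 or NaHS replicate 1. The paper reports reduced oxygen consumption in Fig. 4. It proposes that H_2_S lowers respiration through transcription, with the components expressed less and the machinery then disrupted.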

Our data suggests that H_2_S reduces mitochondrial respiration at the transcriptional level through the down-regulation of the components and subsequent disruption of the mitochondrial respiratory machinery. The mechanism by which H_2_S affects the expression of mitochondrial respiratory proteins at the transcriptional level is intriguing and requires further investigation. It is known that H_2_S can inhibit cytochrome c oxidase and reduce ATP production in the mitochondrion. 

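Of the 7 measured nuclear genes for cytochrome c oxidase, 3 fell and none rose (3 fell when adjusted over the list alone and 1 by SAM). cox5 fell with a log2 fold change of -0.48 (standard error 0.09, adjusted p = 0.0305) and cox6 of -0.36 (standard error 0.07, adjusted p = 0.0305), while cox13 was 1.80-fold lower. cox4 (log2 fold change -0.29, adjusted p = 0.192) and cox8 (log2 fold change -0.27, adjusted p = 0.365) did not pass but were lower in the fit with the replicate block (adjusted p = 0.0136 and 0.0407), where 6 of the 7 genes fell. The list was lower than other genes, with a median log2 fold change of -0.29 (camera adjusted p = 3.6e-05; adjusted p = 0.267 with an estimated correlation). Of 10 genes for cytochrome c and the assembly of the oxidase, 1 rose, coa1 (log2 fold change 0.50, adjusted p = 0.0245), and none fell (1 when adjusted over the list alone, 0 by SAM, 3 rose and 1 fell with the block; camera adjusted p = 0.718). cox13 passed in all 6 fits that leave out 1 array, and cox5 and coa1 in 1 each and cox6 in 0 (highest adjusted p = 0.145, 0.121 and 0.157, in this order). The genes of cytochrome c oxidase that fell were 1 without untreated replicate 2, untreated replicate 3, NaHS replicate 1, NaHS replicate 2 or NaHS replicate 3.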

Interestingly, we found that in response to H_2_S most genes that encode the cytochrome c oxidase subunit were slightly down regulated and cox13 is 1.8 fold down regulated. Several cytochrome c reductases were reduced (Table 4). 

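All 9 measured nuclear genes for the cytochrome bc1 complex, complex III, had negative log2 fold changes, and 4 of them fell (7 when adjusted over the list alone, 9 in the fit with the replicate block and 1 by SAM). Besides rip1, which was 1.87-fold lower, the cytochrome c1 gene cyt1 fell with a log2 fold change of -0.51 (standard error 0.07, adjusted p = 0.0126), qcr8 of -0.52 (standard error 0.07, adjusted p = 0.0146) and qcr2 of -0.40 (standard error 0.06, adjusted p = 0.0187). qcr1 had a log2 fold change of -0.72 (standard error 0.35, adjusted p = 0.303), qcr9 of -0.40 (adjusted p = 0.121) and qcr6 of -0.29 (adjusted p = 0.178), and these passed in the fit with the replicate block (adjusted p = 0.00202, 0.00627 and 0.0105). The median log2 fold change of complex III was -0.51, and the list was lower than other genes (camera adjusted p = 4.38e-07; adjusted p = 0.117 with an estimated correlation). Of the 11 genes of Table 4, 7 fell (10 when adjusted over the list alone, 11 with the block and 2 by SAM), and since the study chose them on these arrays they are not independent evidence of direction. With 1 array left out, rip1 passed in all 6 fits, and cyt1 in 3, qcr8 in 2 and qcr2 in 1 (highest adjusted p = 0.0833, 0.0833 and 0.111, in this order). The genes of complex III that fell were 1 without untreated replicate 2, untreated replicate 3 or NaHS replicate 2, and those of Table 4 were 2 without untreated replicate 2, untreated replicate 3 or NaHS replicate 2 and 4 without NaHS replicate 1 or NaHS replicate 3.

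**Figure D3:**
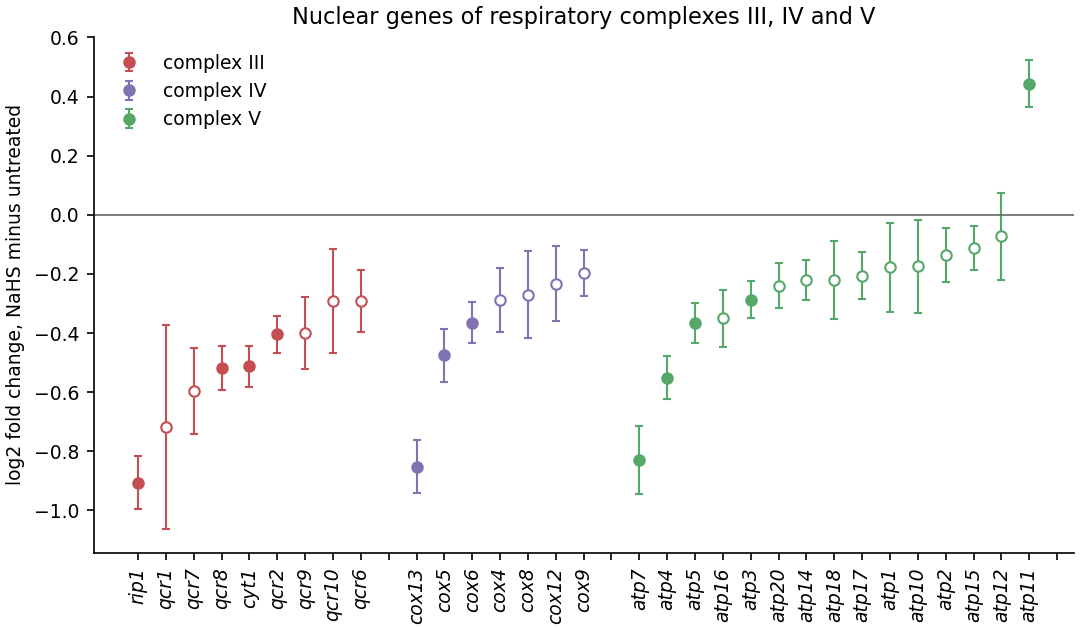
Log2 fold change, NaHS minus untreated, of the nuclear genes of respiratory complexes III, IV and V; each point is 1 gene over 3 arrays per group and the bars are standard errors. Filled points passed the test and open points did not; most genes lie below 0, and atp11 is the filled point above it.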

Our data therefore suggests that H_2_S may inhibit cytochrome c oxidase on a transcriptional level.

**Figure 4:**
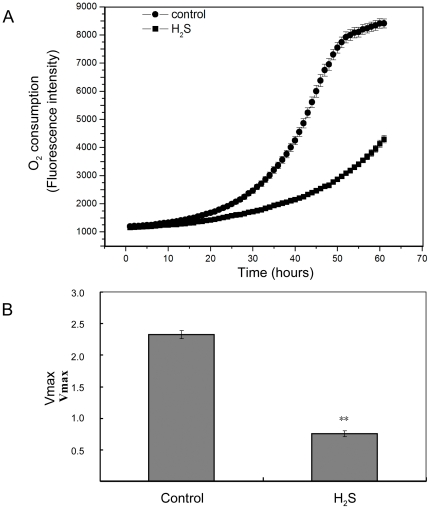
Oxygen consumption in S. *pombe* in response to H_2_S. Equal volumes of cells were separated into aliquots in wells of a 96-well BD Oxygen Biosensor plate. Three technical repeats were performed. Plates were covered and the fluorescence of each well was recorded over time with a fluorescence microplate spectrophotometer. A. oxygen consumption curves. Values are means ± SD of the results from three technical repeats. This experiment also has three biological repeats. B. quantitative changes in the respiratory rate of *S. pombe* cells were calculated from kinetic measurements. Vmax is the maximum oxygen consumption rate. Values are mean ±SD of the results from three biological experiments; **P<0.01 versus untreated group (control).

**Table 4:** Transcription profile of genes that encode components of mitochondrial respiration in response to H_2_S.

Gene symbol	Fold change	Regulation	Gene annotation
cox5	1.39	down	cytochrome c oxidase subunit V
cox6	1.29	down	cytochrome c oxidase subunit VI
cox13	1.80	down	cytochrome c oxidase subunit VIa
cyt1	1.43	down	cytochrome c1
mas1	1.64	down	mitochondrial processing peptidase complex beta subunit Qcr1
qcr2	1.32	down	ubiquinol-cytochrome-c reductase complex core protein Qcr2
qcr6	1.22	down	ubiquinol-cytochrome-c reductase complex subunit 8
qcr7	1.51	down	ubiquinol-cytochrome-c reductase complex subunit 6
qcr8	1.43	down	ubiquinol-cytochrome-c reductase complex subunit 7
qcr9	1.32	down	ubiquinol-cytochrome-c reductase complex subunit 10
rip1	1.87	down	ubiquinol-cytochrome-c reductase complex subunit 5

## Supporting Information

Table S1 Genes that display a 1.5 fold change in expression level (SAM analysis FDR<0.05) in response to H_2_S.
(XLS)

Table S2 Overlap between genes that display a 1.5 fold change (FDR<0.05) in expression in response to H_2_S with the cellular environmental stress response genes and genes whose expression changed 2 fold in response to the 5 different environmental stresses.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

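Gene expression was measured in 6 cultures of wild-type fission yeast, 3 untreated and 3 treated with 50 µM NaHS for 30 min, each on its own Affymetrix Yeast Genome 2.0 array. According to the methods of the paper, the array service Shanghai Biochip carried out the hybridization, image analysis, normalization and data processing for the authors. The deposited values are log2 signals per probe set that the authors' array service made with MAS5 before deposition, and the MAS5 version and scaling target are not given in the sources used here. The log2 scale was checked on the values, which ran up to 13.31, and against the fold changes of Table S2.

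The array holds 10928 probe sets, 166 of them controls. The annotation pairs 2937 with *S. pombe* genes and 2601 with *S. cerevisiae* genes, and 5224 are unlisted. Since RNA of *S. pombe* alone was hybridised, the *S. cerevisiae* probe sets served as background, and an unlisted probe set was tested when its mean over the 6 arrays was above 3.67, the 99th percentile of the *S. cerevisiae* means. This definition was set after the values had been read and before any test was run. It gave 4966 probe sets, a little fewer than the number the paper gives for *S. pombe*. Blank cells were set to 0. They made up 44.98% of the cells of *S. cerevisiae* probe sets and 0.085% of those of paired *S. pombe* probe sets. The median of the mean log2 signals was 9.6 for paired *S. pombe* probe sets and 0.7 for *S. cerevisiae* probe sets, so that signal over background was high for most genes, and the number of arrays limits the precision. Names in the paper that the reference gives to another gene or to none were read by the description in Table S1. A gene with several probe sets was represented in lists by the one with the highest mean log2 signal.

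NaHS-treated and untreated arrays were compared with limma 3.58.1 in R 4.3.3, as 2 groups of 3 with a two-sided moderated test, 4 residual and 2.016 prior degrees of freedom, and the Benjamini-Hochberg adjustment over the 4966 probe sets. Genes were called at an adjusted p below 0.05, and counts were made at folds above 1.5 and above 2, the thresholds of the paper. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry, each from limma and adjusted over the 26 lists. With an estimated correlation, camera also takes the residual degrees of freedom of the arrays and not those from the number of genes. Tables and figures were made with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3. SAM was programmed for this work and run as an unpaired test with all 20 label arrangements. Its fudge constant s0 was 0.426, and the estimated false discovery rate was 0.046 at the threshold used. That constant was larger than the limma standard error of each of the 88 genes chosen by the rule below, the highest being 0.38 for pcr1. Small but steady changes can therefore hardly pass this SAM.

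The replicate numbers may pair an untreated with a treated culture, and this was checked by correlating the deviations of each array from its group mean over the tested probe sets. The correlation was 0.867 for the replicates numbered 1, 0.578 for those numbered 2 and 0.598 for those numbered 3, all above the 0.1 required, while across numbers it was 0.592 and 0.637 between replicates 2 and 3 and negative with replicate 1. Because deviations sum to 0 within a group of 3, the check shows mainly that replicate 1 differed alike in both groups. For replicates 2 and 3 it cannot tell the same number from the other number. By the threshold of 0.1 the numbers were still taken as a possible pairing of the cultures. The main fit has no block. The fit with the replicate number as a block is given beside results whose call it changes or whose count it moves by over 1.5 times.

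The genes described by name were chosen by a rule: every gene that the results text or Tables 2, 3 and 4 name, the 10 largest rises and 10 largest decreases among called probe sets whose groups do not overlap, and up to 4 called members of each of the lists. Values printed in the paper's tables count as seen. Genes outside the rule were chosen after their values were seen: aca1, atf1, atp25, atp3, cdc37, cmk1, cox4, cox8, ctt1, ctu2, dak2, ero11, gal1, gal7, ght2, ght7, ght8, gst2, hri1, hsp90, isp7, mug153, mug2, oca2, rem1, rnc1, sda1, skb15, thi9, ubx3 and wtf3.

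Both fits were tested on simulated data with 4966 probe sets, of which 200 were changed. Without simulated replicate differences, limma recovered 53.7% of the 1.5-fold, 79.1% of the 2-fold and 98.5% of the 4-fold changes, with 6.7% false calls. With them, it recovered 38.8%, 79.1% and 95.5% with 0% false calls, and the fit with the replicate block 73.1%, 88.1% and 93.9% with 2.9% false calls. The test of lists, on data simulated without replicate differences, called the 1 list shifted by 0.5 on the log2 scale and 0 of the others. Noise was drawn independently for each gene there. The simulation therefore cannot show how often lists are called falsely when genes vary together, as on the real arrays.

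The alternatives tried were SAM, an intensity trend in the variance, quantile normalization, equal medians, a filter on dim probe sets (below 2.73), a floor on low signal, a ratio of arithmetic means, the replicate block, all probe sets of the array in the adjustment, and leaving out each array in turn. After the data had been seen, 2 were added: only annotated *S. pombe* probe sets, and the arrays without the replicates numbered 1. The full lists of stress genes and of protein localization were not used here, so the overlap tests of the paper were not repeated. Coordinates were not used except for the order of genes along the chromosomes, since the genome build of the array's annotation is not given in the sources used here. The RT-PCR, oxygen consumption and growth measurements were not analysed here.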

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

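The tests of replicate 1, of the neighbouring genes against chance and of name stems were chosen only after the results were seen, as was the test of the respiratory complexes without replicate 1.

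The gene wtf3, a member of a family of spore killer genes, is the 1 named gene that changed by over 1.5-fold here and is not in the tables of the paper, which drew attention to it as a signal outside the genes discussed. Its log2 fold change was 2.02 (standard error 0.34, limma adjusted p = 0.0236, and 0.0124 with the replicate block), from a log2 signal of 0.83 in untreated cells to 2.85 after NaHS. Both means lie below 3.67, the 99th percentile of the *S. cerevisiae* background probe sets, and the filter on dim probe sets at 2.73 leaves the gene out. It passed in 2 of the 6 fits that leave out 1 array (highest adjusted p = 0.0958).

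The paper does not discuss 3 gene lists that passed the test from camera here. Proteasome genes had a median log2 fold change of 0.18, ATP synthase genes of -0.22 and genes of sulfur assimilation and cysteine, methionine and glutathione synthesis of -0.11. All 3 calls are lost with an estimated correlation (adjusted p = 0.216, 0.117 and 0.343), and that for sulfur assimilation also without untreated replicate 1 or NaHS replicate 2 (0.0773 and 0.0587).

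The replicate 1 arrays stand apart from replicates 2 and 3 in both groups: 135 probe sets were over 2-fold higher and 11 lower on both. The hybridization controls, added after labelling, had a median difference of -0.068 on the log2 scale, which argues against hybridization, staining or scanning as the source. The 5' minus 3' signal of the dap controls, added before labelling, was higher by 2.049 on the replicate 1 arrays, and the rRNA controls had a difference of -3.009, which is consistent with a difference in labelling or amplification of the RNA. Whether the cultures of replicate 1 also differed biologically was not tested, and stays open.

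Genes that rose by over 1.5-fold lay near each other along the chromosomes, as ght6 and ght5, fip1 and fio1, gal10 and gal1, and urg2 and urg1. In all, 8 pairs lay within 3 places of each other, where 10000 shuffles of the 58 called genes gave a mean of 2.009 and a 95th percentile of 4 (permutation p = 0.001, one-sided). Leaving out the probe sets marked for cross-hybridization removed no called gene and left 8 pairs, so this test cannot tell whether probe sets of similar sequence count the same transcript. Without pairs whose names share a stem, as ght, gal and urg, 5 pairs were left, as fip1 and fio1, and isp5 and mmf2, narrowly above the 95th percentile of 4 in shuffles over the same pairs (permutation p = 0.05). The pair of mug146 and ght6 is among the 5, and the signal of ght6 may be shared with ght5. At this margin the test cannot decide whether gene families are the source of the whole pattern. Neighbouring genes may therefore respond together to NaHS, as a hypothesis found and tested on the same data, and for ght5 and ght6, members of 1 family, a shared signal of similar sequences stays open.

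The 31 measured genes of the lists for complexes III, IV and V, which are subunit genes and the assembly factor genes atp10, atp11 and atp12, were lower as a set after NaHS, and rip1, cyt1, cox13 and atp7 were among those that fell, while atp11 rose. The calls of the 3 lists are lost with an estimated correlation (adjusted p = 0.117, 0.267 and 0.117). Their median log2 fold change of -0.29 was below the lowest of 10000 random lists of equal brightness (-0.17), which argues against a loss of signal of bright probe sets on the NaHS arrays. Without the replicate 1 arrays the median was 103.4% of that over all arrays, and it was -0.30, -0.29 and -0.35 in replicates 1, 2 and 3. The lower median therefore did not rest on replicate 1 alone. A difference that both replicate 1 arrays share cancels in NaHS minus untreated, so leaving out both could hardly change the median through it. Nothing more is concluded from that test. An effect of NaHS on these genes is consistent with these tests as a hypothesis, and a difference between the cultures other than NaHS was not tested.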

How the results depend on the processing

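The setting without the replicates numbered 1 and the setting with only annotated *S. pombe* probe sets were chosen after the data were seen, and the 10 divisions of the arrays were counted after the result was seen.

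No called gene among those named and no called list changed direction under any alternative run. Among the 12 lists without a call, the median changed sign in 7 with 1 array left out, as for cytoplasmic ribosomal proteins, which were lower without NaHS replicate 3. The counts stayed within 1.5 times under the intensity trend, quantile normalization, equal medians, the dim filter and the floor, and the signs of the Table 2 genes were kept. Of the 88 named genes 5 lost their call with quantile normalization and 3 with equal medians; the ratio of arithmetic means changes only the fold, and the floor left the folds of these genes as they were.

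The count of probe sets changed by NaHS, 379, became 149 with SAM, 1622 with the replicate block, 238 with all probe sets of the array in the adjustment, 169 with only annotated probe sets, where fewer are tested, and 710 without the replicates numbered 1. Of those lower by over 1.5-fold, 79 became 31, 120, 41 and 26 under the first 4 of these settings, and the 13 lower by over 2-fold became 5 and 2 with all and with only annotated probe sets and 20 without the replicates numbered 1. With only annotated probe sets, 58 were higher by over 1.5-fold and 27 by over 2-fold. Of the 45 paired repressed genes of Table S1, 27 fell by over 1.5-fold, 9 with SAM and 45 with the block, and of the 11 marked as mitochondrial 7 fell, and 11 with the block. The block gave a call to 8 of the 88 genes chosen by the rule. It ended the call of the list for arginine and nitrogen metabolism (camera adjusted p = 0.107). It changed the call of no other gene among these 88 and of no other list. Genes outside the rule that gained a call with it are given where they are described. The block leaves every fold as it is, and the 8 genes that gained a call had smaller standard errors with it. For qcr1 the standard error was 0.35 without the block and 0.04 with it. For the other settings, apart from the number of probe sets tested, the cause was not tested.

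With 1 array left out, the counts of changed probe sets ran from 95 without untreated replicate 3 to 224 without untreated replicate 1. Fewer samples are tested in these fits, which have no block, and replicate 1 then weighs unevenly between the groups. The highest counts were those without a replicate 1 array, and without both of them 346 probe sets were higher and 364 lower. Fewer samples are therefore not the only difference between these fits. By over 1.5-fold the counts ran from 67 to 117 for those higher and from 24 to 62 for those lower. For those lower by over 2-fold they ran from 7 to 13. The genes of Table S1 that passed by over 1.5-fold, 84 with all arrays, were between 37 and 74, the induced ones between 30 and 55 against 57 and the repressed ones between 7 and 19 against 27. The mitochondrial genes were between 3 and 8. Of the 88 named genes, between 17 without untreated replicate 1 and 47 without untreated replicate 3 lost their call, and 1 gained one without NaHS replicate 1.

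Of the 26 lists, 14 passed, and 1 with an estimated correlation, that of ribosome biogenesis, which did not pass when the correlation was estimated in the fit with the block (adjusted p = 0.278). With an estimated correlation in the fit without the block, the adjusted p was 0.267 for heat shock proteins and for complex IV, 0.117 for hexose transporters and for complex III, and 0.343 for iron uptake. These values also rest on fewer degrees of freedom, so they do not show that the genes of a list vary together. The call of the mitochondrial ribosome ended with quantile normalization, and the calls of the other 25 lists did not change under the scaling alternatives, the trend, the dim filter or the floor.

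Only 10 divisions of the 6 arrays into 3 and 3 exist, too few for a share below 0.05, and 1 of the 10, the real one, gave the largest count in each case. The real division gave 379 changed probe sets and the highest of the others 1; for those higher by over 1.5-fold the counts were 120 and 1, lower 79 and 0, higher by over 2-fold 57 and 1, lower 13 and 0, and for lists 14 and 12. The 3 other divisions that part all 3 pairs, as the real one does, gave 0 changed probe sets each, and 10, 12 and 11 called lists. In all divisions but the real one, part of a real NaHS difference stays between the sides. Their counts of lists are therefore no rate of false calls.

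The Fisher tests by protein description and of chromosome ends were not run, and where an alternative has no value for a result, as SAM for the camera test of lists, none is given; SAM counts of list members are given beside those they differ from by over 1.5 times. Signal over background limits the dim genes, such as wtf3, meu10 and ght6.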

Differences from the paper's values

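The setting without the replicates numbered 1 was chosen only after the values were seen, as was the comparison of the sections of Table 1.

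The paper gives 720 genes at a false discovery rate below 0.05, and here the number of probe sets changed by NaHS was 379 with limma at an adjusted p below 0.05. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value. SAM, the test the paper names, gave 149 in an unpaired version programmed for this work. The paper does not state its SAM settings, so this count is no repeat of its test. The trend gave 442, quantile normalization 428, equal medians 367, the dim filter and the floor 378 each, and all probe sets 238. The replicate block gave 1622, and the fits that leave out 1 array between 95 and 224. Without the replicates numbered 1 the count was 710, a setting chosen after seeing the values, which leaves out 25 of the 119 genes of Table S1 that are paired here, where the fit over all arrays leaves out 35.

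In the transport sections of Table 1, the paper's fold changes differ by over 1.5 times from those here for 8 genes. The paper gives 2.02 for ght1, 2.24 for ght3, 2.25 for ght4, 5.46 for ght5, 8.64 for ght6, 4.49 for str3, 3.15 for isp5 and 10.19 for SPAP7G5.06 (per1). The values here were 5.43 for ght1, 4.49 for ght3, 5.46 for ght4, 8.64 for ght5, 2.02 for ght6, 2.17 for str3, 10.2 for isp5 and 2.52 for per1. The difference remained under quantile normalization, equal medians, the ratio of arithmetic means and the 6 fits that leave out 1 array, while the floor leaves these signals as they are and the replicate block cannot change a fold in this design. Of the paper's 8 values, 7 equal to 2 decimals those found here for another gene: 2.02 that of ght6, 2.24 of fip1, 2.25 of fio1, 5.46 of ght4, 8.64 of ght5, 4.49 of ght3 and 10.19 of isp5. In other sections of Table 1 the paper gives 4.49 for ght3, 5.46 for ght4, 2.02 for ght6 and 2.17 for str3, as here, and for all 119 genes of Table S1 that are paired, by name or by the description in that table, its values lie within 0.005 of those here. All 8 genes rose in both. The 8th of the paper's values, 3.15 for isp5, equals to 2 decimals the 3.14637 that its Table S2 gives for SPBPB2B2.01. That gene is not paired with a probe set here. In the same section fip1 and fio1 differ by less, with 2.53 and 2.17 in the paper and 2.24 and 2.25 here.

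Of those 119 genes, all had the sign that Table S1 gives, and 84 passed here by over 1.5-fold. The other 35, among them ade9, cbf12, mug153, pcr1, qcr1, qcr7 and rem1, did not pass. With the replicate block 118 passed and rem1 did not (adjusted p = 0.0861).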

Other observations

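The gene dak2 was chosen only after its values were seen, and the tests of the lists were not.

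Of 24 proteasome genes 1 rose in limma, rpn7, for a subunit of the regulatory particle (log2 fold change 0.34, adjusted p = 0.0311), and none fell. The number that rose was 3 when adjusted over the list alone, 13 with the replicate block and 0 with SAM, and 11 were higher at an unadjusted p below 0.05. The list was higher than other genes (camera adjusted p = 2.64e-06; adjusted p = 0.216 with an estimated correlation). In the 6 fits that leave out 1 array rpn7 passed in 0 (highest adjusted p = 0.16).

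Of 12 genes for enzymes and transporters of sugars and other carbon sources, inv1, gal10, gal1, the sucrose transporter gene sut1 (log2 fold change 0.90, adjusted p = 0.0164) and the dihydroxyacetone kinase gene dak2 (log2 fold change 0.54, adjusted p = 0.0233) rose and gut2 fell (8 and 2 when adjusted over the list alone and 8 and 2 with the block). The list was higher than other genes, with a median log2 fold change of 0.62 (camera adjusted p = 8.24e-05; adjusted p = 0.117 with an estimated correlation). Without untreated replicate 2 or 3 or NaHS replicate 2 or 3, 3 genes rose and 0 fell, and sut1 passed in 2 and dak2 in 1 of the 6 fits that leave out 1 array (highest adjusted p = 0.0774 and 0.112).

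Of 17 genes of sulfur assimilation and cysteine, methionine and glutathione synthesis, 1 fell, the sulfide:quinone oxidoreductase gene hmt2, and none rose (1 when adjusted over the list alone and 5 with the block). The camera adjusted p was 0.0107 (adjusted p = 0.343 with an estimated correlation).

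Of 11 uracil-responsive and nucleotide salvage genes, urg1, urg2 and urg3 (log2 fold change 0.47, adjusted p = 0.0108) rose and ura3 fell (3 and 1 when adjusted over the list alone, 3 and 2 with the block, 2 and 0 by SAM). The median log2 fold change was -0.15 and the mean 0.27. The direction of camera was down (adjusted p = 0.961), and that of fry, which tests whether the genes move on balance and not against other genes, was up (adjusted p = 0.00557). Without 1 array the numbers ran from 2 to 3 for higher and from 0 to 1 for lower genes, and urg3 passed in 3 of the 6 fits (highest adjusted p = 0.0774).

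Of 20 genes of arginine and nitrogen metabolism, car1 and arg7 rose and none fell. The gene arg7, which acts in arginine synthesis, had a log2 fold change of 0.66 (adjusted p = 0.0289). When adjusted over the list alone 2 rose, and 1 by SAM. With the block 8 rose and 1 fell. The camera adjusted p was 0.0393 (adjusted p = 0.343 with an estimated correlation), 0.107 with the block, and 0.0968, 0.0612, 0.0922 and 0.111 without untreated replicate 2, untreated replicate 3, NaHS replicate 1 and NaHS replicate 3. In every fit that leaves out 1 array, 1 of these genes rose, and arg7 passed in 0 (highest adjusted p = 0.112).

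Of 13 genes of glycolysis and fermentation 1 rose, the alcohol dehydrogenase gene adh4 (log2 fold change 0.39, adjusted p = 0.0364), and none fell (1 when adjusted over the list alone, 1 with the block and 0 by SAM; camera adjusted p = 0.316); adh4 passed in 0 of the 6 fits that leave out 1 array (highest adjusted p = 0.167). Of 15 genes of the DNA damage checkpoint and ribonucleotide reductase, 1 rose, rhp16, and none fell (1 when adjusted over the list alone and 0 by SAM, and 2 rose and 3 fell with the block; camera adjusted p = 0.633). rhp16 passed in 2 of those fits (0.0974).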
